# Gene expression variation between mouse inbred strains

**DOI:** 10.1186/1471-2164-5-57

**Published:** 2004-08-18

**Authors:** Rolf Turk, Peter AC 't Hoen, Ellen Sterrenburg, Renée X de Menezes, Emile J de Meijer, Judith M Boer, Gert-Jan B van Ommen, Johan T den Dunnen

## Abstract

**Background:**

In this study, we investigated the effect of genetic background on expression profiles. We analysed the transcriptome of mouse hindlimb muscle of five frequently used mouse inbred strains using spotted oligonucleotide microarrays.

**Results:**

Through ANOVA analysis with a false discovery rate of 10%, we show that 1.4% of the analysed genes is significantly differentially expressed between these mouse strains. Differential expression of several of these genes has been confirmed by quantitative RT-PCR. The number of genes affected by genetic background is approximately ten-fold lower than the number of differentially expressed genes caused by a dystrophic genetic defect.

**Conclusions:**

We conclude that evaluation of the effect of background on gene expression profiles in the tissue under study is an effective and sensible approach when comparing expression patterns in animal models with heterogeneous genetic backgrounds. Genes affected by the genetic background can be excluded in subsequent analyses of the disease-related changes in expression profiles. This is often a more effective strategy than backcrossing and inbreeding to obtain isogenic backgrounds.

## Background

Due to their isogenicity, inbred mouse strains demonstrate low biological variability within each strain[1,2]. Genetic variation between inbred strains is considerable and has recently been characterized in detail using single nucleotide polymorphisms[3]. Differences in genetic background between strains affect the gene expression levels of a subset of genes, which probably explains phenotypic differences. Indeed, several reports have been published in which gene expression profiles have been used as QTLs in genetic mapping studies to identify complex traits [4-6].

From literature [7-9], it appears that the subset of genes for which expression is significantly affected by genetic background is small. However, this has never been related to the extent of gene expression changes observed due to disease-causing mutations. We are studying differential gene expression between affected and healthy muscle in a range of murine models for neuromuscular disorders with different genetic backgrounds (Turk *et al*., manuscript in preparation). We, therefore, determined gene expression levels in hindlimb muscles from five frequently used wildtype mouse inbred strains, and compared these to the differential gene expression levels in affected muscle tissue from a mouse model (*mdx*) for Duchenne muscular dystrophy with healthy muscle tissue. Both the number of differentially expressed genes between strains as well as the fold-change levels are lower when compared to the differences found in affected versus healthy muscle tissue.

## Results

Gene expression levels in hindlimb muscle tissue from five different inbred strains (CBA, BALB, BL6, DBA, and BL10) were determined. 

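Quadriceps muscle of 10 male mice, 2 of each inbred strain, was profiled on 10 arrays with 2 dyes. Every array set an animal of one strain, labelled with Cy5, against an animal of another strain, labelled with Cy3. Each animal was placed on 2 arrays, once in each dye. The arrays form 2 closed loops that have no animal in common. The smaller loop has 4 arrays and joins BL6 2, CBA 1, BL10 1 and BALB 2 (the strain followed by the number of the animal). The larger loop has 6 arrays and joins DBA 2, BALB 1, CBA 2, BL10 2, DBA 1 and BL6 1. DBA is therefore the strain with both animals in 1 loop, and the other strains have an animal in each. The mice arrived at 6 weeks of age and were killed at 8 weeks, and 1 μg of total RNA was labelled per reaction. The values of 2 arrays, BL6 2 against CBA 1 and BALB 1 against CBA 2, are identical at every spot, although their labels name different animals. At least 1 of these arrays therefore does not hold what its label says. Both were left out, which leaves 8 arrays, 3 in the smaller loop and 5 in the larger. This choice was made after the values were seen and departs from the plan, which had all 10 arrays. Each CBA animal then remains on 1 array, in Cy5 against BL10, so every difference between CBA and another strain rests on the estimate of the dye effect.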

Total RNA from two individuals per strain was isolated, reversed transcribed, and subsequently labelled according to a recently developed protocol (adapted from Xiang *et al.*, 2002), which requires an input of only 1 μg total RNA. Labelled cDNA was hybridised to murine microarrays containing 7,776 65-mer oligonucleotides spotted in duplicate.

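The arrays carry 15552 spots for the 7776 oligonucleotides, with no value missing on any array. The authors extracted the features with GenePix Pro 3.0, subtracted the local background and applied variance stabilization and normalization (VSN). Their values are log ratios of Cy5 over Cy3 with array medians of 0.0422 to 0.0735. They were taken as natural logs, because VSN gives natural logs and the fold changes in the paper follow from its levels on that scale, and were converted to log2. The direction follows the dyes in the sample labels. Spots that GenePix marked are not identified in these values, so the paper's set of expressed genes could not be rebuilt and every feature was tested. Duplicate spots were averaged, and 80 features of 1 control oligonucleotide were treated as 1, which gives 7697 features. Of the 7776 features, 6831 carry 1 gene symbol, 7 carry several and 938 carry none. Duplicate spots correlated at r of 0.645 to 0.857 within the arrays, and the SD of the log2 ratios of an array was 0.365 to 0.605. Each array was centred on its median. limma was fitted with a term for strain and a gene-wise term for dye, with the animal as the replicate, and moderated tests were adjusted by the procedure of Benjamini and Hochberg. The gene-wise dye effect had a median size of 0.27 on the log2 scale, against a median range of 0.45 between the highest and the lowest strain. The 8 arrays leave 3 residual degrees of freedom, to which the spread shared across genes adds 6.12. Spot brightness is not part of the values, so that no limit from signal over background can be given.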

Significance levels (p-values) between the five mouse inbred strains were calculated using analysis of variance[10]. Significance levels among two individual mice within each strain were determined using a hierarchical *t*-test providing higher statistical power than conservative methods for low (2–4) replicate numbers[11]. The higher power is yielded by borrowing information across genes to produce a better expression variance estimator. The gain in power is reported via an increase in the degrees of freedom associated with the t-test. Differentially expressed genes for both computations were selected by controlling the false discovery rate (FDR), as suggested by Benjamini and Hochberg (1995), rather than using pre-defined cut-offs for p-values or corrections for multiple testing. The FDR represents an expectation of the proportion of false positives among the selected differentially expressed genes, which increases dramatically during multiple testing, inherent in microarray experiments[12].

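Rnu5g (GenBank M10336), the U5 small nuclear RNA of the spliceosome, was higher in BL10 than in the mean of the other 4 strains by 2.37 on the log2 scale (SE 0.17), with 2.67 and 2.13 in the 2 animals. Relative to the mean of the 5 strains, Apobec2 (NM_009694), a muscle protein of the cytidine deaminase family, stood at log2 0.93 in BALB and −0.62 in BL6 (adjusted p = 0.0350 from limma). Tpt1 (NM_009429), the translationally controlled tumour protein, stood at 1.04 in BALB and −1.04 in BL6 (adjusted p = 0.0621 from limma). Pvalb (NM_013645), the calcium-binding parvalbumin of fast fibres, stood at −1.07 in CBA and 0.83 in DBA. Npff, the precursor of neuropeptide FF, was highest in BL10 at 1.05, and both Dnaja2, a co-chaperone of Hsp70, and Pkmyt1, a kinase that inhibits Cdk1, were lowest in BL6 at −1.27 and −1.21. With 3 features that have no gene name, these make up the 10 features that differed between the strains at an FDR of 10%, by limma's moderated F over 7697 features, a share of 0.130%. BL10 lay farthest from the mean in 4 of the 10, always above it. BL6 lay farthest in 2, both low, BALB in 2, both high, and CBA and DBA in 1 each, both low. Keeping all 10 arrays as labelled gave 6 features, 5 of them among the 10, namely Rnu5g, Npff and the 3 unnamed features. Apobec2, Tpt1, Pvalb, Dnaja2 and Pkmyt1 did not pass in that fit (adjusted p = 0.27, 0.347, 0.419, 0.455 and 0.603 from limma). The test without shared spread gave 0 features, and making the array spreads equal gave 198. The count was 4 without BL6 2 and 3742 without BALB 2, and 3 of 24 assignments of the strain labels to the animals of the smaller loop, the real one included, gave as many, or 1 of 24, the real one, with the ratio of animal to array variance kept at its value for the real labels. Of the duplicate spots taken alone, neither called Dnaja2 (adjusted p = 0.163 and 0.291), Pvalb (0.246 and 0.166) or Tpt1 (0.242 and 0.112), only the second called Pkmyt1 (0.495 and 0.0791), Apobec2 (0.163 and 0.0791), Npff (0.246 and 0.0788) and unnamed feature 11787 (0.242 and 0.0642), and either called Rnu5g and the 2 other unnamed features.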

Using an FDR of 10% we selected 88 out of 6144 (1.4%) expressed genes that are differentially expressed between strains (Fig. 1). 

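Variation within a strain can be read for DBA only, whose animals are joined by arrays of the larger loop. With a term for each animal, the 8 arrays leave 0 residual degrees of freedom. The difference between DBA 1 and DBA 2 then cannot be told from the dye effect, so it was not tested. With all 10 arrays as labelled, the difference had an SD of 0.38 over the features on the log2 scale and 1 residual degree of freedom. In that fit 915 features differed between the 2 DBA animals at an FDR of 10% and 1614 had an unadjusted p under 0.05 from limma. Both counts and the error behind them rest on the 2 identical arrays, at least 1 of which does not hold what its label says. No conclusion is drawn from these counts. The animals of CBA, BL10, BL6 and BALB lie in different loops, and the ratios hold no comparison of 1 with the other.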

A lower number of differentially expressed genes was found in the analysis of variation within strains with identical FDRs of 10% (Table 1). Results with other FDR levels are available online as additional file. 

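At an FDR of 15%, 24 features differed between the strains, and at 20%, 253. Of the features added at 15%, 4 are named here after their values were seen. Slc25a4 (U27315), the adenine nucleotide translocator of muscle mitochondria, ranged from log2 −0.85 in BL6 to 0.82 in BALB around the mean of the strains (adjusted p = 0.124 from limma). Tpm1 (M22479), an alpha-tropomyosin of the thin filament, ranged from −0.43 in CBA to 0.62 in BALB (adjusted p = 0.139 from limma). Smpx (AJ245772), a small muscular protein, ranged from −0.99 in CBA to 1.02 in BALB, and Fhl3 (NM_010213), a LIM protein of skeletal muscle, from −0.57 in DBA to 0.47 in CBA. The count at 15% changed with most of the alternative settings, from 0 for the test without shared spread to 3196 with duplicate spots as separate measurements. Leaving out 1 animal gave 12 without BL6 2 and up to 4680 without BALB 2.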

Correlation between gene expression levels of the two samples from each strain was high (Pearson correlation coefficient ranging from 0.87 to 0.95), also indicating low internal variation (Table 1). 

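In the strains other than DBA the 2 samples lie in different loops, so that their likeness was read from strain differences measured once in each loop. Across the 7697 features, the difference of CBA and BALB correlated at r = 0.814 between the loops, that of CBA and BL10 at 0.772, that of CBA and BL6 at 0.741, that of BL10 and BALB at 0.636 and that of BL10 and BL6 at 0.523. The difference of BL6 and BALB correlated at 0.0147. This is a correlation of log ratios across genes, which are not independent replicates, and not of intensities between samples. The dye estimate enters both loops, and with no strain difference it alone gave r of 0.278 to 0.580 for the pairs with CBA, 0.402 for both other pairs with BL10 and −0.300 for BL6 and BALB. The covariance was 0.435 for CBA and BALB against 0.177 with no strain difference, and 0.0031 for BL6 and BALB against −0.032. With all 10 arrays as labelled, r was 0.494 for CBA and BALB, 0.208 for CBA and BL6 and 0.267 for BL6 and BALB. With the shared values entered once, r turned to −0.0573 for CBA and BALB as BALB 1 against CBA 2, and to −0.125 for CBA and BL6 as BL6 2 against CBA 1.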

A considerable amount of differentially expressed genes (718 genes) were selected when pre-defined cut-off values (p < 0.05) were used to determine the differential gene expression between strains. However, adjusted FDR levels indicated a proportion of false positives equal to 42%. On the other hand, adjusting for multiple testing using Bonferroni correction proved to be too stringent, leaving no or few differentially expressed genes. 

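At an unadjusted p under 0.05, 1084 of the 7697 features differed between the strains. CBA lay farthest from the mean of the strains in 433 of them, with 259 low and 174 high. Its median SE against the other 4 strains was the largest, at 0.235, where the other strains had 0.130 to 0.164. The tally of strains makes no allowance for this. BL6 lay farthest in 351, with 225 low and 126 high, and BALB in 206, with 41 low and 165 high. BL10 and DBA did so in 66 and 28. The count dropped to 228 without a dye term and to 644 when the shared values of the identical arrays entered once, as BALB 1 against CBA 2. It was 2931 with each duplicate spot as a measurement of its own. Leaving out 1 animal gave 392 without BL10 1 and up to 3786 without BALB 2.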

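Chance alone would give 385 features at this threshold among those tested, and the Benjamini-Hochberg estimate of the share of false positives was 35.5%. It was 59.8% with the shared values as BALB 1 against CBA 2, 87.7% without a dye term and 13.1% with duplicate spots as separate measurements. Without BL10 1 it was 97.4% and without BALB 2 it was 10.2%.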

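The features that passed the Bonferroni correction were 3 in number, the U5 RNA Rnu5g and 2 features without a gene name. The adjusted p from limma's moderated F was 0.00203 for Rnu5g, 0.000185 for unnamed feature 14578 and 0.00213 for unnamed feature 13590. In each of them BL10 was the strain that stood above the others, at log2 1.90 for Rnu5g relative to the mean of the 5 strains, 2.03 for feature 14578 and 1.61 for feature 13590. The test without shared spread left 0, that without a dye term 1, and duplicate spots as separate measurements left 82. Leaving out 1 animal gave 47 without BL10 1, 46 without BL10 2, 25 without DBA 1, 23 without BL6 1, 20 without BALB 2 and 5 without BALB 1.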

Controlling the FDR, therefore, appears to be an optimal method for both selecting differential gene expression and simultaneously determining the validity of the experimental outcome.

**Figure 1:**
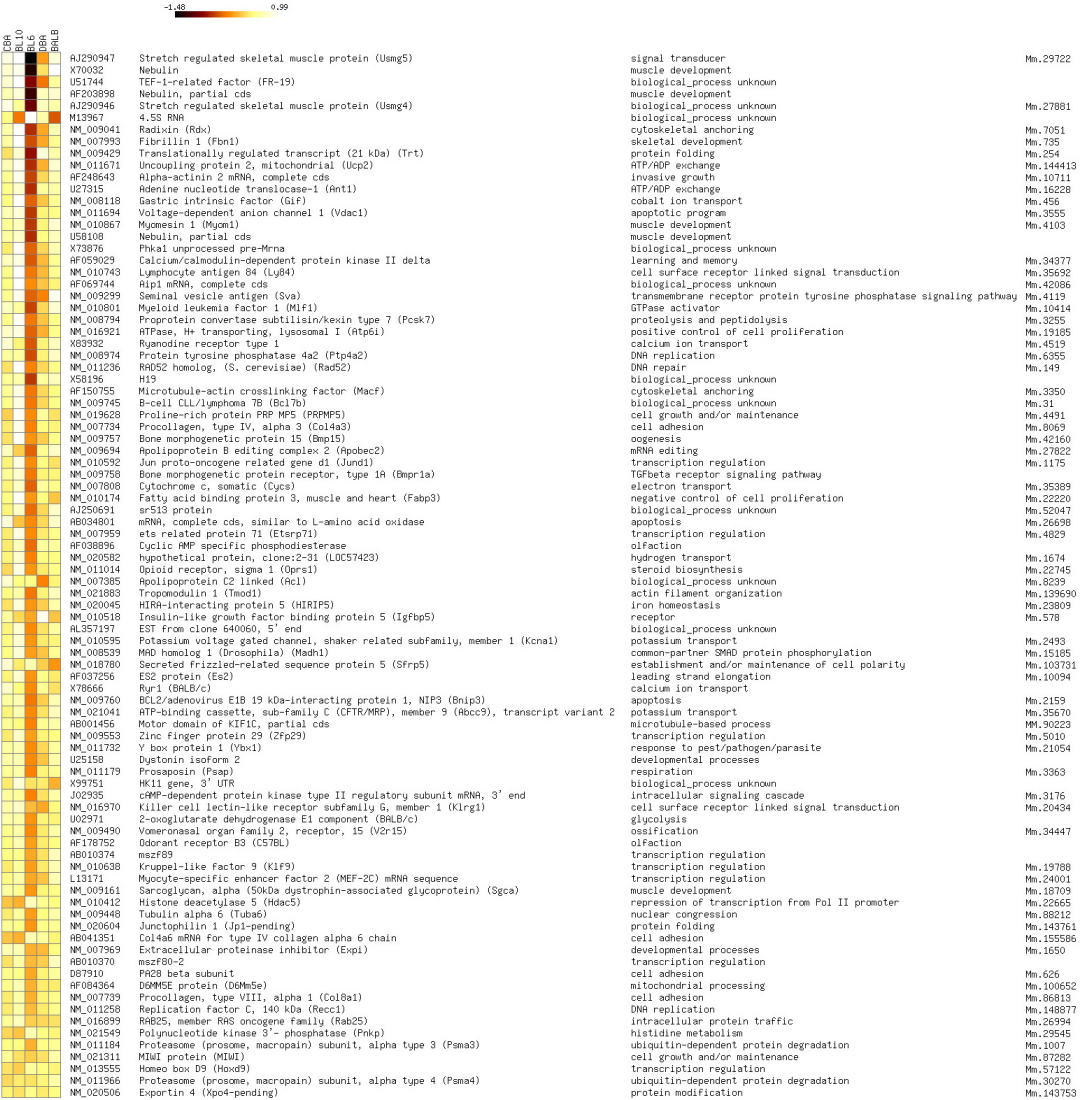
Differentially expressed genes between mouse inbred strains Relative expression levels of differentially expressed genes between mouse inbred strains are depicted in colour as relative intensity levels. Shown for each gene are GenBank accession number, description, functional annotation according to Gene Ontology, and UniGene cluster IDs. Relative expression levels are calculated by subtracting the average intensity value per gene from the strain-dependent intensity values. Differential expression was determined by selecting p-values from analysis of variance based on a false discovery rate of 10%.

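Of the 88 genes, 81 were matched to a tested feature by their GenBank number. In the present fit BL6 lay farthest from the mean of the strains in 33 of these, 30 of them low. BALB lay farthest in 27, always high, and CBA in 17, with 14 low and 3 high. BL10 and DBA lay farthest in 3 and in 1. By the levels the paper gives, BL6 lies farthest in 66 of the 88 and BL10 in 16. The genes were chosen on these samples, so the tally is not independent evidence of a direction. Among the matched genes, 72 had an unadjusted p under 0.05 between the strains, while 42 had one without a dye term and 11 in the test without shared spread.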

**Table 1:** Number of differentially expressed genes using several cut-off strategies

	**Between strains**	**Within strains**				
	MA-ANOVA	Hierarchical *t*-test				
	
		**CBA**	**BL10**	**BL6**	**DBA**	**BALB**
Correlation		0.95	0.95	0.87	0.87	0.92

Naive (p < 0.05)	718	737	610	963	1043	483
Bonferroni	0	2	4	1	0	3
FDR 10%	88	2	4	14	0	16

Correlation between two individuals per strain was calculated using Pearson's correlation coefficient. Significance levels (p-values) between strains were calculated with MA-ANOVA, and within strains using the hierarchical *t*-test. Differential gene expression was determined by selecting genes with p-values lower than a specified threshold. Thresholds were selected using three different strategies; naive, Bonferroni corrected, and False Discovery Rate (10%), and resulted in different numbers of significantly differentially expressed genes.

To put the influence of differential gene expression due to genetic background in perspective, we studied gene expression between affected and healthy tissue from hindlimb muscle derived from *mdx *mice, and from control mice with identical genetic backgrounds. Selection with an FDR of 10% resulted in 1298 differentially expressed genes. Differential gene expression between the two most divergent mouse inbred strains (BL6 and CBA, data not shown) was determined to allow a direct comparison with identical statistical methods. 

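Between BL6 and CBA, 0 features differed at an FDR of 10% and 849 had an unadjusted p under 0.05 from limma. The smallest p belonged to Pkmyt1 (AF175892), higher in CBA by a log2 value of 2.23 (SE 0.27, adjusted p = 0.124 from limma). Timp2 (NM_011594), an inhibitor of matrix metalloproteinases, followed at 1.85 (SE 0.25, adjusted p = 0.159). Slc9a4 (AF139195), a sodium-hydrogen exchanger, stood at 2.15 (SE 0.33) and C1qa (NM_007572), a chain of complement C1q, at 2.05 (SE 0.33), neither past the threshold. These 4 were named after their values were seen. The median SE of this comparison was 0.30, against 0.15 for BL6 and BALB, because CBA is on 2 arrays that are both Cy5. The count of 849 depended on the setting. It was 490 with the shared values as BALB 1 against CBA 2, 123 as BL6 2 against CBA 1 and 435 with all 10 arrays as labelled. It was 1194 without a dye term and 1353 with duplicate spots as separate measurements. The test without shared spread gave 0 features at an FDR of 10% and 749 at an unadjusted p under 0.05, duplicate spots as separate measurements gave 158, the second spot alone 9, quantile normalization 6 and equal array spreads 4. Without BALB 2 there were 692, without DBA 1 1834, without BL6 1 248, without BL10 2 14 and without BL10 1 4.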

Selection with an FDR of 10% showed an approximately ten-fold decrease in the number of differentially expressed genes (126). Absolute fold changes were calculated and subsequently a comparison of the distribution was made (Fig. 2). Median gene expression levels are equal between affected/control and inbred/inbred. However, the number of large fold changes (>3) between affected/healthy (221) is much higher than between inbred/inbred (7), consistent with low contribution of differential expression due to genetic background.

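The number of genes called between BL6 and CBA with a fold change above 3 was 0. At any p, 27 features exceeded 3-fold, the majority of them higher in CBA. They include Fasn (AF127033) and Scd1 (NM_009127), enzymes of fatty acid synthesis and desaturation, at log2 2.62 (SE 2.11) and 2.31 (SE 2.20), which is within the spread between arrays. Car3 (NM_007606), the carbonic anhydrase of slow muscle and fat, stood at 2.23 (SE 0.80), Apoe (NM_009696) at 2.06 (SE 0.79) and Lbp (NM_008489), the binding protein of lipopolysaccharide, at 1.89 (SE 0.39). In the other direction, a feature without a gene name stood at −2.10 (SE 0.91). Calls above 3-fold numbered 9 from the second spot alone or with duplicate spots as separate measurements, 6 after quantile normalization and 248 without BL6 1. Mice with the dystrophic defect were not analysed here. From the larger number of strong changes in the dystrophic muscle, the paper proposes that genetic background contributes little to differential expression.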

**Figure 2:**
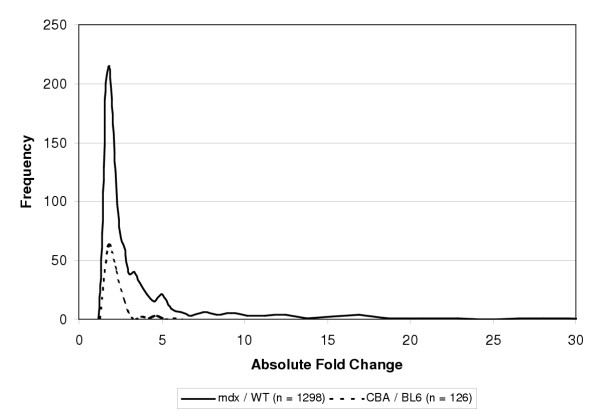
Effect of different genetic background on differential gene expression The distribution of absolute fold changes of differentially expressed genes (n = 1298) between affected (*mdx*) and healthy (WT) muscle were compared to the distribution of absolute fold changes of differentially expressed genes (n = 126) between two mouse inbred strains (CBA and BL6). Selections were based on a FDR of 10%.

Although overall expression levels are similar between strains, a relatively high number of differentially expressed genes was due to deviating gene expression levels in BL6. 

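In BL6 5 genes were lower than in the mean of the other 4 strains at an FDR of 10%. Dnaja2 (NM_019794) fell by 1.59 on the log2 scale (SE 0.17, adjusted p = 0.0275 from limma). Both BL6 animals lay below the others of their loop, at −1.76 and −1.52. The value of BL6 2, given second, rests on 1 array and on the dye estimate. Pkmyt1 (AF175892) fell by 1.51 (SE 0.15, adjusted p = 0.0222). Hcrt (NM_010410), the precursor of the neuropeptides named orexins, fell by 1.26 (SE 0.17, adjusted p = 0.0743). Park7 (NM_020569), which encodes the oxidative stress protein DJ-1, fell by 1.08 (SE 0.16, adjusted p = 0.0951), and Timp2 (NM_011594) fell by 1.06 (SE 0.14, adjusted p = 0.0743). The count of higher genes in BL6 was 0, and 1152 features had an unadjusted p under 0.05 in either direction. In the same comparison BL10 had 5 higher features and 589 at an unadjusted p under 0.05, DBA 1 and 438, CBA 0 and 876, and BALB 0 and 879. The strains were not tested against each other for these numbers. The 5 calls in BL6 were lost with all 10 arrays as labelled, without a dye term and in the test without shared spread. With all 10 arrays the values also shrank, to −0.72 for Dnaja2, −0.55 for Pkmyt1, −0.64 for Hcrt, −0.45 for Park7 and −0.20 for Timp2. The test without shared spread left the values as they were. The shared values as BALB 1 against CBA 2 gave 77 lower and 6 higher, with 3 of the 5 among them. As BL6 2 against CBA 1 they gave 10 lower and 1 higher, with 0 of the 5. More features were higher than lower with duplicate spots as separate measurements (362 lower and 532 higher), without BALB 2 (680 and 839) and without DBA 1 (1085 and 1374), and without BL6 1 there were 288 lower and 126 higher. Each of the 5 passed from 1 of its 2 spots only. From the first and the second spot alone, Hcrt stood at 0.085 (adjusted p = 0.873) and −2.64 (0.0137), Pkmyt1 at −0.39 (0.514) and −2.64 (0.013), Timp2 at −0.23 (0.645) and −1.91 (0.013), Park7 at −2.02 (0.041) and −0.18 (0.645), and Dnaja2 at −2.3 (0.041) and −0.89 (0.23). Hcrt turned to 0.015 without BL6 1. Leaving out 1 animal, Pkmyt1 passed in each fit, Dnaja2 dropped below the threshold without BALB 1 (−1.52) or BL6 1 (−1.36), and Hcrt, Park7 and Timp2 did so without BL6 1, BL6 2, CBA 1 or CBA 2 (−1.30, −1.13 and −1.08 without BL6 2, with Park7 at −0.29 and Timp2 at −0.77 without BL6 1), Park7 and Timp2 also without BALB 1 or BL10 2 and Timp2 without BL10 1.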

We performed quantitative real-time RT-PCR (qPCR) on five genes to verify our microarray data. Two genes myomesin 1 and tropomodulin 1, which were 2.2-fold and 1.8-fold lower expressed in BL6 compared to the other strains on our microarrays, were also found to be lower expressed (2.0-fold and 2.2-fold respectively) in our qPCR assay (Fig. 3). 

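Myom1 (NM_010867), which encodes a protein that crosslinks thick filaments at the M-band, stood at −0.95 on the log2 scale (SE 0.26, n = 2 BL6 animals) in BL6 relative to the mean of the other 4 strains, 1.93-fold lower. The BL6 animals gave −1.27 and −0.69 relative to the other strains of their own loop. The values of BL6 2, given second, rest on 1 array, in Cy3 against BALB 2, and so on the dye estimate. Tmod1 (NM_021883), whose protein caps the pointed end of the thin filament, stood at −0.55 (SE 0.20), 1.47-fold lower, with −0.71 and −0.40 in the animals. The adjusted p from limma was 0.232 for Myom1 and 0.272 for Tmod1, so that neither passed an FDR of 10% over all features. Both values remained below 0 under every setting tried, but their size changed. Tmod1 stood at −0.264 from the first spot alone and at −0.868 from the second. Myom1 stood at −0.54 without BALB 1 and at −1.815 without BL6 1. Myom1 and Tmod1 passed with duplicate spots as separate measurements (adjusted p = 0.0214 and 0.0944 from limma), although spots of the same array are not independent replicates. Myom1 passed with the shared values of the identical arrays as BALB 1 against CBA 2 (−0.99, adjusted p = 0.0848 from limma). It did not pass as BL6 2 against CBA 1 (−0.615, adjusted p = 0.199) or with all 10 arrays as labelled (−0.622, 0.243). Without BALB 2, BL6 1 or DBA 1, Myom1 stood at −1.006, −1.815 and −0.95 and Tmod1 at −0.565, −1.032 and −0.563. No call is drawn from these fits. Their 1 residual degree of freedom is the difference between the 2 arrays of CBA against BL10, which hold no BL6 animal. The qPCR values were not analysed here.

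**Figure D1:**
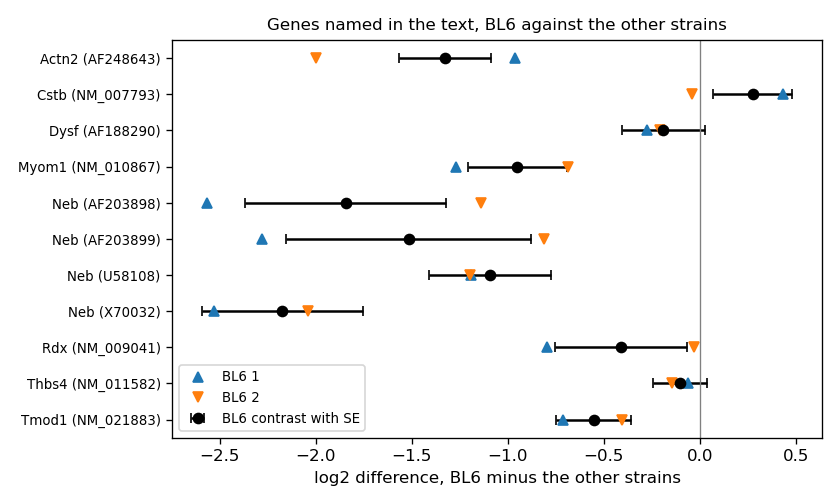
Level in BL6 minus that in the other strains, on the log2 scale (horizontal axis), for the features of the 8 genes the paper names (vertical axis). Black points with bars are the estimates with their SE, and triangles are the 2 BL6 animals, each relative to the other strains' animals of its own loop (blue, BL6 1, and orange, BL6 2). Myom1 and Tmod1 lie below 0 in both animals, whereas Cstb has an animal on each side of 0. Each animal's value uses the dye estimate of the fit, and BL6 2 rests on 1 array, in Cy3 against BALB 2.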

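Dysf (AF188290), the membrane repair protein dysferlin, had an adjusted p of 0.449 between the 5 strains from limma. Cstb (NM_007793), an inhibitor of cysteine proteases, had one of 0.531, and Thbs4 (NM_011582), a protein of the extracellular matrix, one of 0.728. In BL6 relative to the other 4 strains, Dysf stood at −0.19 on the log2 scale (SE 0.22), Cstb at 0.28 (SE 0.21) and Thbs4 at −0.10 (SE 0.14). Differences of up to 2 SE in either direction are not excluded by these arrays. The estimate turned sign for Dysf from the second spot alone (0.32) and without BALB 1 (0.16), for Thbs4 without a dye term (0.026) and for Cstb without BL6 1 (−1.48). Without BALB 2, Cstb stood at 0.48, in a fit whose 1 residual degree of freedom holds no BL6 animal.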

Three other genes (dysferlin, cystatin B, and thrombospondin 4) showed no differential expression between any strains.

**Figure 3:**
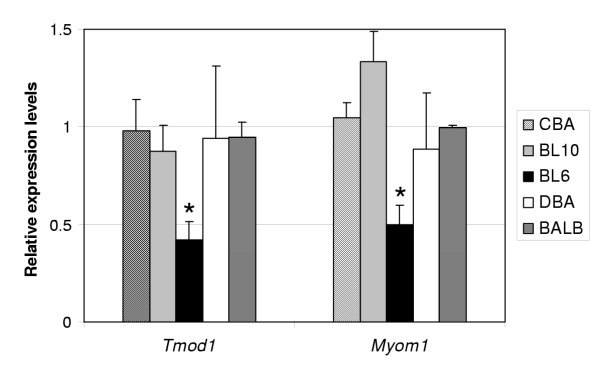
Validation of BL6-dependent gene expression with qPCR Relative gene expression levels between mouse inbred strains of tropomodulin 1 (*Tmod1*) and myomesin 1 (*Myom1*) as determined by quantitative RT-PCR. Significantly lower expression (p < 0.01, marked by *) for both genes was shown in BL6 compared to other strains.

## Discussion

This study shows that variation in overall gene expression levels between mouse inbred strains is relatively low in hindlimb muscle tissue. This is particularly evident when the number of differentially expressed genes between two mouse inbred strains (C57 vs. Bl6, 126 genes with 7 genes having a fold-change > 3) is compared to that between diseased and healthy muscle tissue (*mdx *vs. wild-type, 1298 genes with 221 genes having a fold-change >3). Therefore, the use of mice with deviating genetic background may be justified in disease-related studies. Alternatively, strain-dependent gene expression differences may be evaluated in the initial study phase of gene targeting experiments, although the effect of hybrid backgrounds is difficult to assess.

Gene expression studies in the brain revealed that approximately 1% of expressed genes differ between two mouse strains[8]. Application of alternative statistical methods, similar to those used in our study, on this dataset resulted in an increase in the number of differentially expressed genes (approx. 3%) between the two mouse strains[7], demonstrating that the number of differentially expressed genes is highly dependent on the statistical criteria used. A similar number of differentially expressed genes was found in a comparison of hippocampal gene expression between 8 different mouse strains[9]. The results of our study in muscle tissue demonstrated that approximately 1.4% of the expressed genes show differential expression between mouse strains. Based on these results, strain differences in gene expression seem to have a similar magnitude across different tissues.

Genomic variability could be correlated with high levels of single nucleotide polymorphisms (SNPs) occurring in specific blocks between mouse inbred strains. The presence of cis-acting (single nucleotide) polymorphisms may be associated with regulatory variation affecting gene expression levels. It was estimated that probably a consistent amount (up to 6%) of the roughly estimated 35,000 mouse genes contain such functional regulatory variants[13]. We investigated if differentially expressed genes were localized in blocks with high genomic variability, but our number of differentially expressed genes was too low to obtain statistically significant answers (data not shown).

This study suggests an additional method for phenotyping mouse inbred strains and provides a list of genes with significant differential expression based upon false discovery rate selection. 

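Several muscle functions were tested in BL6 against the other 4 strains as lists fixed from textbook knowledge. Of 26 lists, 10 passed limma's camera at an FDR of 10% with a preset correlation of 0.01, each of them with a median below 0, and 0 passed with an estimated correlation (adjusted p = 0.746 for each of the 10 with an estimated correlation). Among 24 features of oxidative phosphorylation the median was −0.34 on the log2 scale, 21 were below 0, and 6 were lower and 1 higher when adjusted over the list alone. Atp5md (AJ290947), a small subunit of ATP synthase, stood at −2.28 (SE 0.54) and Cycs (NM_007808), cytochrome c, at −0.78 (SE 0.24). For 18 features of excitation-contraction coupling the median was −0.25, with 7 lower and 1 higher when adjusted over the list alone. The features of the calcium release channel Ryr1 stood at −1.04 (X83932, SE 0.28), −0.61 (X78666, SE 0.23) and −0.16 (D21796, SE 0.15). The binding protein of Ryr1, Fkbp1a (NM_008019), stood at −0.77 (SE 0.18). The 19 features of mitochondrial carriers and the TCA cycle had a median of −0.26, with 4 lower over the list alone, such as Ogdh (U02971) at −0.76. The list of 26 features for glycolysis and glycogen had a median of −0.18, with 3 lower, such as the glycogen synthase Gys1 (NM_030678) at −0.91. It includes features named Pigq (NM_011822, −0.32 and −0.39), a symbol outside this class, and was not tested without them. With all 10 arrays as labelled the median of this list was −0.038, and with the shared values as BL6 2 against CBA 1 it was −0.053. The 16 features of fatty acid uptake and oxidation had a median of −0.22, with 0 past the test over the list alone. The 40 ribosomal protein features had a median of −0.13, with 2 lower, Rpl8 at −0.90 and Rps3a1 at −0.89, and the 19 muscle regulatory features one of −0.17, with 3 lower, among them the imprinted RNA H19 at −1.10. The 31 features of collagens and extracellular matrix had a median of −0.17, with 11 lower and 3 higher over the list alone. Markers of fibroblasts, the cells that make this matrix, had a median of −0.42 over 10 features, 5 lower and 2 higher. With all 10 arrays as labelled, fibroblasts (−0.021, adjusted p = 0.721), the matrix (−0.058, 0.306), ribosomal proteins (−0.098, 0.187) and fatty acids (−0.062, 0.197) did not pass camera, nor did these 4 lists with the shared values as BL6 2 against CBA 1. Fibroblasts also dropped out with the shared values as BALB 1 against CBA 2 (−0.21, 0.15) and from the second spot alone (−0.38, 0.144). Glycolysis, ribosomal proteins and muscle regulatory genes did so from the first spot alone (−0.13, −0.11 and −0.17, adjusted p = 0.422, 0.136 and 0.117). These 3 lists also did so without a dye term (−0.027, −0.11 and −0.14, adjusted p = 0.7, 0.256 and 0.21). Fatty acids dropped out without a dye term as well (−0.15, 0.256).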

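Over all features, Timp2 of the matrix list was the only member of these lists that passed an FDR of 10%. The members found in Additional File 1 had been picked by the study on the same samples and were known when the lists were fixed, so their direction is not independent evidence. They number 9 for oxidative phosphorylation, 6 for muscle regulatory genes, 5 each for excitation-contraction coupling, for carriers and the TCA cycle and for the matrix, 3 each for fatty acids and ribosomal proteins, 2 for glycolysis and 0 for fibroblasts. Without BALB 1, 2 lists passed, and the medians were −0.10 for oxidative phosphorylation, −0.084 for excitation-contraction coupling, −0.038 for carriers and the TCA cycle, 0.028 for glycolysis, 0.022 for fatty acids, −0.0049 for ribosomal proteins, −0.038 for muscle regulatory genes, −0.10 for the matrix and −0.14 for fibroblasts. Without BL6 1 the first of these was −1.40 and that of carriers and the TCA cycle −1.35. Fast fibre genes (14 features, with Tnnt3 at −0.75) had a median of −0.081, slow fibre genes (12) one of 0.018 and the dystrophin complex (20) one of −0.094, and none of the 3 passed in the fit to 8 arrays. With all 10 arrays as labelled they passed with the preset correlation, at −0.30 (adjusted p = 8.2e-05), −0.073 (0.0437) and −0.11 (0.0963). With an estimated correlation none of the 3 passed camera in that fit (adjusted p = 0.4405, 0.5221 and 0.4405). With the shared values as BALB 1 against CBA 2, fast fibre genes (−0.40, 0.000566) and the dystrophin complex (−0.15, 0.0631) passed. With an estimated correlation both were lost (adjusted p = 0.5531 for each). As BL6 2 against CBA 1 all 3 passed (−0.30, −0.063 and −0.11). They too were lost with an estimated correlation (adjusted p = 0.426, 0.5269 and 0.5269). Without a dye term all 3 passed with the preset correlation (−0.37, −0.37 and −0.23). Fast fibre genes also passed without BL6 2 (−0.23), BL10 1 (−0.17), CBA 1 (−0.14) or BL10 2 (−0.0097) and turned to 0.11 without BALB 1, and the dystrophin complex passed from the first spot alone (−0.21). In the fit to 8 arrays there was no call for proteasome and ubiquitin (27 features, median 0.062), heat shock and chaperones (16, 0.052, with M13967, which is named Hspa8 but described as a small RNA), immediate early genes (14, 0.035, with Egr1 at 0.65), clock genes (13, 0.058), the major histocompatibility complex (6, 0.053) or variants known between strains (4, 0.038). Of the markers of other cells, red blood cells (5, 0.12), adipocytes (9, 0.027), leukocytes (15, 0.12), endothelium (10, 0.069), smooth muscle and pericytes (6, −0.0041), Schwann cells and nerve (10, 0.042) and satellite cells (10, −0.092) did not pass in that fit. Leukocytes passed with all 10 arrays as labelled (0.11, adjusted p = 0.0981). They also passed with the shared values as BL6 2 against CBA 1 (0.11, 0.0893). With an estimated correlation they passed in neither fit (adjusted p = 0.3913 and 0.3759). Without BL10 2 the adipocyte list passed camera with the preset correlation, although its median was 0.014. For the slow fibre, clock, histocompatibility, adipocyte and smooth muscle lists the test pointed against the sign of the median, and for red blood cells the mean of −0.073 did. limma's fry, which tests whether the genes of a list move one way, passed the endothelium list alone (adjusted p = 0.0914). By strain, BL6 was lowest in 51 of the 81 matched genes of the paper's selection and CBA in 27. Leaving out an animal, BL6 was lowest in 14 without BALB 1, 15 without BALB 2 and 73 without BL6 1. With all 10 arrays as labelled BL6 was lowest in 68 of the 81. With the shared values as BALB 1 against CBA 2 it was lowest in 75, and as BL6 2 against CBA 1 in 58. Among all features with an unadjusted p under 0.05 between the strains, CBA was lowest in 439 and BL6 in 398. The level of CBA had the largest SE.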

Although overall gene expression profiles are highly similar, most significant differences are determined by low gene expression levels of BL6 compared to the other strains. A large proportion of these BL6-specific genes function as structural muscle proteins (i.e. nebulin, alpha-actinin 2, myomesin 1 and radixin). 

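The features of nebulin, the ruler protein of the thin filament, stood at −1.52 (Neb AF203899, SE 0.64), −1.84 (Neb AF203898, SE 0.52), −1.09 (Neb U58108, SE 0.32) and −2.17 (Neb X70032, SE 0.42) on the log2 scale in BL6 relative to the other 4 strains. Actn2 (AF248643), the alpha-actinin 2 of the Z-disc, stood at −1.33 (SE 0.24), with −0.96 and −2.0 in the 2 BL6 animals. Rdx (NM_009041), radixin, which links actin to the plasma membrane, stood at −0.41 (SE 0.34), with −0.79 and −0.029 in the animals. The values of BL6 2, given second, rest on 1 array, in Cy3 against BALB 2, and so on the dye estimate. The adjusted p from limma was 0.315 and 0.233 for the first pair of nebulin features, 0.233 and 0.171 for the second, 0.152 for Actn2 and 0.579 for Rdx. These features therefore did not pass an FDR of 10% over all features in the fit to 8 arrays. Of 24 features of sarcomere and Z-disc structure, 10 were lower and 0 higher when adjusted over the list alone, and 0 passed over all features. The list had a median of −0.40 and passed camera with a preset correlation (adjusted p = 5.2e-05), and p was 0.124 before adjustment with an estimated correlation. The study picked 12 of these features on the same samples, so the list is not independent evidence. Those 12 had a median of −0.93 (SE 0.17) with 12 below 0, and the 12 others a median of 0.043 (SE 0.11). The SE of each median is from resampling of the features and holds no spread between animals. The features are not independent, with an estimated correlation of 0.225 within the list. With all 10 arrays as labelled the median of the 12 picked features was −0.57. With the shared values as BL6 2 against CBA 1 it was −0.55, and as BALB 1 against CBA 2 it was −0.94. With the shared values as BALB 1 against CBA 2, Actn2 passed at −1.07 and Neb passed with 3 of its features, while Actn2 stood at −0.59 (adjusted p = 0.284) with the shared values as BL6 2 against CBA 1 and at −0.61 (0.257) under both labels. Actn2 and Neb X70032 passed after quantile normalization at −1.28 and −2.02. Without BALB 1, Rdx turned to 0.23, and the Neb features shrank to −0.25 (AF203899), −0.88 (AF203898), −0.47 (U58108) and −1.315 (X70032). In other fits without 1 animal, Rdx stood at −0.42 without BALB 2, −2.19 without BL6 1 and −0.46 without DBA 1. Actn2 stood at −1.08 without BALB 2, −1.52 without BL10 2 and −1.48 without DBA 1. Neb X70032 stood at −2.08 without BALB 2, −1.96 without BL10 1, −2.33 without BL10 2, −5.13 without BL6 1 and −2.31 without DBA 1. No call is drawn from these fits, which keep 1 residual degree of freedom. Without BALB 2, BL6 1 or DBA 1 that degree is the difference between the 2 arrays of CBA against BL10.

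**Figure D2:**
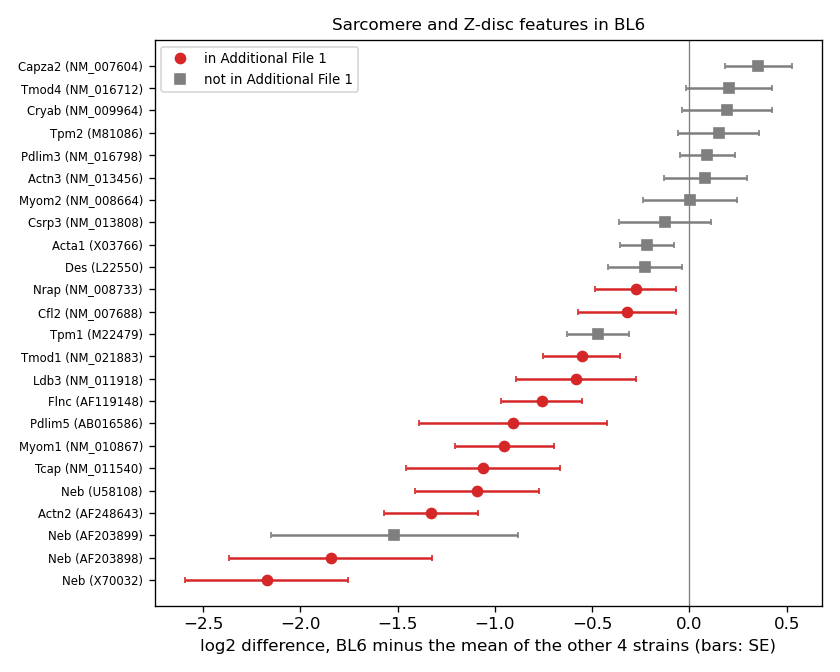
Level in BL6 minus that in the other 4 strains on the log2 scale, for the 24 features of sarcomere and Z-disc structure, sorted by value. Bars are the SE, red circles are the 12 features listed in Additional File 1 and grey squares are the 12 others. The red circles lie below 0, and the grey squares lie on both sides of it.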

To date, however, no major differences in muscle physiology in BL6-mice have been described which can be attributed to these reduced gene expression levels.

Perfectly isogenic backgrounds are sometimes difficult to obtain. This explorative study demonstrates that the effect of genetic background on muscle expression profiles is significant but rather limited compared to other effects, e.g. the dystrophic genetic defect (*mdx*) we study. As such, the genetic background will only marginally interfere with data analysis. Determination of gene expression profiles between mouse strains enables flagging a modest number of differentially expressed genes, and is an efficient and sensible approach to circumvent tedious backcrossings, necessary to obtain isogenic animals.

## Methods

### Mouse breeding, tissue preparation and total RNA isolation

We obtained CBA/CaOlaHsd (CBA), BALB/cOlaHsd (BALB), C57Bl/6JOlaHsd (BL6), DBA/2OlaHsd (DBA), and C57Bl/10ScSnOlaHsd (BL10) mice from Harland Laboratories, and C57Bl/10ScSn-Dmd^mdx/J ^(*mdx*) mice from Jackson Laboratory at the age of 6 weeks. Mice were kept under standard conditions and were sacrificed by cervical dislocation when 8 weeks old. Hindlimb muscles (m. quadriceps femoris) were dissected and promptly snap-frozen in isopentane at -80°C. Total RNA was prepared by disrupting tissue using mortar and pestle and subsequent homogenisation by a rotor-stator homogenizor (Ultra-Turrax T25, Janke & Kunkel IKA-Labortechnik) in RNA-Bee (Campro Scientific) until uniformly homogenous (15–45 sec). Total RNA was isolated according to manufacturer's instructions followed by purification using RN-easy columns (Qiagen). Quality and yield was determined using Lab-on-a-chip (BioAnalyzer, Agilent).

### Target preparation and hybridisation

Aminoallyl labelled cDNA (aa-cDNA) was prepared based on a previously described protocol[14]. Aliquots of 1 μg of total RNA in the presence of 2 μg amino-TN_6 _primer (5'-NH_2_-(CH_2_)_6_-TN_6_, Eurogentec) were adjusted to a volume of 21 μl with DEPC-treated H_2_O (diethyl pyrocarbonate, Sigma), heated for 10 minutes at 70°C and chilled on ice for 10 minutes. Reverse transcription mastermix (1.8 μl RevertAid RNaseH-M-MuLV reverse transcriptase (200 U/μl, MBI Fermentas), 6 μl 5x first-strand buffer (MBI Fermentas), and 1.2 μl 25x aa-dUTP / dNTP solution (2 μl 50 mM dATP, 2 μl 50 mM dCTP, 2 μl 50 mM dGTP, 1.2 μl 50 mM dTTP, 0.8 μl 50 mM aminoallyl-dUTP (Ambion)) was added per reaction and incubated at room temperature for 10 minutes followed by 2 hours at 42°C. RNA was hydrolysed by addition of 10 μl 0.5 M EDTA and 10 μl 1 M NaOH and incubation at 65°C for 30 minutes followed by neutralization by addition of 10 μl 1 M HCl. Aminoallyl labelled cDNA was then purified by combining 300 μl of PB-buffer (Qiagen) to 60 μl of the neutralized sample and centrifuged through a Qiaquick column (Qiagen) at 13000 rpm for 1 minute. Two washing steps were performed by spinning 500 μl of 75% EtOH at 13000 rpm for 1 minute while discarding the flow-through. To remove ethanol-traces the columns were centrifuged for an additional minute. cDNA was recovered by eluting three times using 30 μl basic H_2_O (3.3 mM NaHCO_3 _buffer, pH 9.0) and concentrated to a volume of 6.66 μl using a speedvac. Aliquots of Cy3 and Cy5 reactive dyes (PA23001, PA25001, Amersham) were prepared by dissolving each vial of monoreactive dye in 40 μl fresh anhydrous DMSO (Sigma) and dividing into aliquots of 2 μl followed by vaccuumdrying until dry and subsequent storage at 4°C in the presence of silica. Fluorescent dyes were coupled by adding 3.33 μl of bicarbonate buffer (1 M NaHCO_3 _buffer, pH 9.0) to the aa-cDNA sample and dissolving the dried aliquot of reactive dye, followed by incubation at room temperature for 1 hour in the dark. To the samples 4.5 μl 4 M hydroxylamine (Sigma) was added and incubated at room temperature in the dark for 15 minutes, followed by addition of 186 μl TE^-3^-buffer. Hybridisation mixtures were prepared by combining a Cy3-labeled cDNA sample with a Cy5-labeled cDNA sample and 10 μl Mouse-Hybloc (1 μg/μl, Applied Genetics Laboratories) followed by removing uncoupled dyes by spinning through a pre-wetted Microcon column (YM30, Amicon) for 8 minutes at 13000 rpm. Hybridisation mixture was washed by spinning 500 μl TE^-3^-buffer through the column and discarding the flow-through. This step was repeated two times as 2 μl yeast-tRNA (10 μg/μl, Sigma) and 2 μl polyA-RNA (10 μg/μl, Sigma) were added during the last step. Mixture was collected by inverting the column and spinning for 1 minute at 13000 rpm. Hybridisation mixture was finalized by adding TE^-3^-buffer to 84 μl together with 17 μl 20x SSC and 3 μl 10% SDS followed by denaturing at 100°C for 2 minutes, renaturing at room temperature for 15 minutes and spinning at 13000 rpm for 10 minutes. Labelled target was hybridised overnight on murine oligonucleotide microarrays (65-mer with 5'-hexylaminolinker, Sigma-Genosys mouse 7.5 K oligonucleotide library, spotted in duplicate). Hybridisation occurred in a automatic hybridisation station (GeneTac, Perkin Elmer) and was followed by washing with 5x 2xSSC + 0.1% SDS at 30°C, 5x 1xSSC at 30°C, 3x 0.2xSSC at 30°C, 1x 0.2xSSC at 65°C, 2x 0.2xSSC at 30°C, and subsequently scanned as described previously[15].

### Experimental design, data extraction and analysis

Gene expression profiles from hindlimb muscle derived from 2 male animals of each strain were generated using dye-swap experiments. Subsequent duplicate spots on each array resulted in 8 replicate measurements per gene. Targets were assigned at random to the arrays, while avoiding co-hybridisation of samples from the same strain. GenePix Pro 3.0 (Axon) was used for feature extraction and quantification. Genes were considered as being expressed when the corresponding feature was not flagged by the algorithm provided by GenePix. Local background corrected spot intensities were normalized using Variance Stabilization and Normalization (VSN) in R [16]. Array data has been made available through the GEO data repository of the National Center for Biotechnology Information under series GSE662. Correlation between individuals was calculated using Pearson's correlation coefficient. Significantly differential expression levels were determined using MA-ANOVA (**MAANOVA2.0 The Jackson Laboratory **), hierarchical *t*-test [11] and the False Discovery Rate [17] selection procedure.

### Quantitative Reverse Transcription Polymerase Chain Reaction

qPCR was performed in duplicate for each individual resulting in four measurements per strain per gene. cDNA was prepared by reverse transcription using 1 μg total RNA as template. Random hexamers (40 ng) were used to prime the transcription after heating 10 minutes at 70°C followed by chilling on ice for 10 minutes. cDNA was synthesized by RevertAid RNaseH^- ^MuLV reverse transcriptase and accompanying buffer (MBI-Fermentas) using 1 mM dNTPs. The mixture was incubated at room temperature for 10 minutes before a 2 hour incubation step at 42°C, followed by 10 minutes at 70°C. Quantitative PCR was performed using the Lightcycler (Roche). PCR mixture was prepared by combining cDNA dilution, 10 pmol forward and reverse primer, MgCl_2 _(4 mM) with 4x home-made LC mastermix (0.9 mM dNTPs, BSA (1 μl/μl, Pharmacia Biotech), Taq polymerase (0.8 U/μl), 4x SYBR Green I (Molecular Probes), 4x AmpliTaq Reaction Buffer (Perkin Elmer)) to a total volume of 20 μl. Amplicons were generated during 45 cycles with annealing temperature set at 55°C. Optimal cDNA dilutions and relative concentrations were determined using a dilution series per gene. Replicate experiments (n = 4) were normalized to 1 and relative expression values were determined by calculating the ratio per gene over the average relative expression of genes, which show no differential expression on both microarray and qPCR (dysferlin, cystatin B, and thrombospondin 4). Significance levels were calculated with a one-sample *t*-test. PCR primer pairs were designed using the Primer3 search engine, available at: **Primer3 Software Distribution **. The screened genes and the oligonucleotide primer pairs used for each of the genes in this study correspond to the following nucleotides: myomesin1, 4761–4780 and 4865–4884 (NM_010867); tropomodulin1, 670–689 and 878–897 (NM_021883); dysferlin, 4218–4237 and 4353–4372 (AF188290); cystatinB, 3–22 and 151–170 (NM_007793); thrombospondin4, 2167–2186 and 2289–2308 (NM_011582).

## Authors' contributions

RT carried out the tissue preparation, total RNA isolation, target preparation, hybridisations, experimental design, data extraction, data analysis, rt-PCR, and the drafting of the manuscript. PH participated in the experimental design, analysis, rt-PCR, and study coordination. ES participated in the experimental design and analysis. RM provided statistical support. EM was responsible for mouse breeding and tissue preparation. JM participated in experimental design. GO and JD coordinated the study. All authors read the final manuscript.

## Supplementary Material

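Of the 10 features that differed between the strains in the fit to 8 arrays, 3 are in Additional File 1 and 2 are in its selection at 10%. At its thresholds, Additional File 1 holds 88, 172 and 253 genes, of which 81, 153 and 224 were matched to a tested feature by GenBank number. The 2 are Apobec2 (NM_009694) and Tpt1 (NM_009429), and Rnu5g (M10336) is listed from 15% on. Of the 81, 44 passed an FDR of 20% in the present fit. The number past an FDR of 10% was 39 with equal array spreads, 30 after quantile normalization and 74 with duplicate spots as separate measurements. It was 11 with the shared values as BL6 2 against CBA 1 and 1 as BALB 1 against CBA 2. With all 10 arrays as labelled, from the first spot alone and without a dye term it was 0. Without BL6 1 it was 77 and without BL6 2 it was 0.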

Additional File 1 Differentially expressed genes between mouse inbred strains are selected with a false discovery rate of 10, 15, and 20%. Selected genes are indicated with 1, genes not selected by the specified criteria are indicated with 0. 

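Over the 81 matched genes at 10%, the strain levels estimated here correlated with the levels in Additional File 1 at r = 0.866 for BL6, 0.837 for BL10, 0.692 for BALB, 0.564 for DBA and 0.0624 for CBA. These are correlations across genes, which are not independent replicates, and the genes were selected on the same arrays. BL6 had the same sign in 77 of the 81, and lay below the mean of the strains in 76 here and in 74 by the paper's levels. For CBA, r was 0.509 with the shared values of the identical arrays as BALB 1 against CBA 2, −0.0362 as BL6 2 against CBA 1 and 0.253 with both labels kept. By animal left out, r for BL10 was 0.355 without BALB 2, r for BALB 0.198 without BL6 1 and r for DBA 0.287 without BALB 1, while r for CBA ran from −0.236 without BALB 2 to 0.286 without BL6 1.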

The mean of the relative gene expression levels of each of the five mouse strains is shown. For each gene the GenBank accession number is shown as well as the UniGene ID, gene description and the gene ontology description. The additional file is formatted as Comma Separated Values (CSV) file, and is named Turketal2004_Additional_File.csv. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

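Gene expression in quadriceps muscle of 10 male mice, 2 each of the inbred strains CBA, BL10, BL6, DBA and BALB, was measured by the authors on 10 spotted oligonucleotide arrays with 2 dyes. Each animal was hybridised on 2 arrays, once in Cy5 and once in Cy3. The arrays form a loop of 4 arrays and a loop of 6 arrays with no animal in common.

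The authors extracted the spots with GenePix Pro 3.0, subtracted the local background and normalized the intensities by VSN in R. The deposited values are natural log ratios of Cy5 over Cy3, 1 for each of 15552 spots on each array, and duplicate spots are not averaged. That the scale is the natural log and the direction Cy5 over Cy3 was taken from the VSN method, the dyes in the sample labels and the levels in Additional File 1. Spots marked by GenePix are not identified, and 0 values are missing. The authors' own tests were an analysis of variance between strains (MA-ANOVA) and a hierarchical t-test within strains.

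From these values, duplicate spots, which lie 648 places apart in the table, were averaged to 7776 features, and 80 features of 1 control oligonucleotide were averaged to 1, leaving 7697 features. Gene names came from the annotation of the array updated through a table of the GRCm38.p6 assembly. Of the 7776 features, 6831 had 1 symbol, 7 had several and 938 had none, 6801 were found in that table, and 6752 of the tested features were named. Features with several symbols were not named. Ratios were converted to log2, and each array was centred on its median.

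The ratios were fitted in limma 3.58.1 in R 4.3.3 with a term for each strain and a dye term for each gene. The animal was the replicate: the covariance of the arrays had 1 ratio of animal to array variance for all genes, estimated by restricted maximum likelihood at 0.419. Strain differences were tested with limma's moderated F, and BL6 and each other strain against the mean of the other 4, as well as the 10 pairs of strains, with moderated contrasts. Adjusted p-values are those of Benjamini and Hochberg over the 7697 features, with an FDR of 10% as the threshold. Gene lists were tested with limma's camera at a preset correlation of 0.01 and at an estimated one, and with fry. The SE of a median over features was taken from resampling of the features and holds no spread between animals. Levels of single animals and the differences within a loop used the generalised inverse of MASS 7.3.60.0.1, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

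The samples, the tests, the gene lists, the rule for named genes and all alternative settings but 3 were fixed before the data were examined. The rule named every gene in the text of the paper with all its features, the 10 features with the smallest p between strains, the largest changes past the threshold in each strain comparison that both animals shared, and up to 4 members of each list. The levels in Additional File 1 had been read by then. The plan had all 10 arrays in the fit. After the values were seen, 2 arrays were found to be identical at every spot under different labels, BL6 2 against CBA 1 and BALB 1 against CBA 2. Both were left out of the values reported, and the 3 added settings enter the shared values under either label or under both, as planned. The 8 arrays leave 3 residual degrees of freedom.

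The other alternatives were no centring, equal array spreads, quantile normalization, either spot alone, duplicate spots as separate measurements, no dye term, arrays as independent, an ordinary test without shared spread, robust eBayes, an FDR of 5% and leaving out each animal in turn. A comparison of the 2 DBA animals, with a term for each animal, had 0 residual degrees of freedom with 8 arrays. Their difference then cannot be told from the dye effect. The difference of the animals of another strain cannot be estimated, because they lie in separate loops.

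What spot brightness over background limits cannot be given, since the values hold neither. Differences between duplicate spots had an SD of 0.196 to 0.462 on the log2 scale within the 8 arrays. The centred ratios of Cy5 over Cy3, which share the gene-wise dye effect, correlated between the 8 arrays at r of 0.336 to 0.852 across features, with a median of 0.637 over 28 pairs. The steps were tested on simulated data with 200 of 7697 features changed, in BL6. Changes in another strain were not simulated, so the numbers between strains hold for a change in BL6 only. Between strains, 2 of 67 features with a log2 change of 0.5 passed, 58 of 67 with a change of 1 and 65 of 66 with a change of 2, with 16 unchanged features. For BL6 against the other 4 strains the numbers were 8, 60 and 65, with 17 unchanged features, for BL6 against BALB 14, 61 and 66, with 10 unchanged, and for CBA against BL6 0, 3 and 60, with 5 unchanged.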

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

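Apart from the count of features at an unadjusted p under 0.05 over assignments of the strain labels, the tests of explanations given here were chosen only after the result was seen.

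The genes and features named first passed an FDR of 10% by limma in 1 strain against the mean of the other 4 and are not listed in Additional File 1. In BL10, unnamed feature 14578 stood at log2 2.53 with 2.62 and 2.41 in the 2 animals, unnamed feature 13590 at 2.01 with 2.01 and 2.12, Npff at 1.32 with 1.48 and 1.16 and unnamed feature 11787 at 1.16 with 0.86 and 1.29. Of these, Npff and feature 11787 did not pass from the first spot alone (1.27 and 1.20, adjusted p = 0.182 and 0.357 from limma). Nor did they without a dye term (1.30 and 1.14, adjusted p = 0.11 and 0.247). Without BL10 1 they stood at 1.20 and 1.175 and also dropped below the threshold. None of these BL10 features passed in the test without shared spread. In BL6, Dnaja2 stood at −1.59, Pkmyt1 at −1.51, Hcrt at −1.26, Park7 at −1.08 and Timp2 at −1.06. In DBA, Pvalb stood at 1.04 (SE 0.12, adjusted p = 0.0754), with 1.04 and 1.07 in the 2 animals. Pvalb dropped below the threshold whenever the shared values of the identical arrays entered. It stood at 0.49 as BALB 1 against CBA 2, 0.52 as BL6 2 against CBA 1 and 0.42 under both labels. Pvalb was also lost from the first and the second spot alone (0.995 and 1.07, adjusted p = 0.461 and 0.296 from limma). Further losses came after quantile normalization (0.86, adjusted p = 0.301), without a dye term (0.61) and in the test without shared spread (adjusted p = 0.58). With 1 animal left out, the value of Pvalb ran from 0.97 to 1.085, but it dropped below the threshold without BALB 1, BL10 2, CBA 1 or CBA 2. The 5 calls in BL6 were lost with both labels kept, at −0.72 for Dnaja2, −0.55 for Pkmyt1, −0.64 for Hcrt, −0.45 for Park7 and −0.20 for Timp2. Each of the 5 passed from 1 of its 2 spots only. From the other spot Hcrt stood at 0.085, Pkmyt1 at −0.39, Timp2 at −0.23, Park7 at −0.18 and Dnaja2 at −0.89.

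The arrays of BL6 2 against CBA 1 and of BALB 1 against CBA 2 hold identical values, so that the values belong to 1 of them at most, or to neither. Over the 224 matched genes of Additional File 1 and with the dye estimate removed, the shared values correlated with the paper's BL6 minus CBA at r = 0.141, whereas the other 8 arrays correlated with the paper's difference of their own strains at 0.527 to 0.897. The gap to the lowest of these is larger than the SE of the difference between correlations (0.120, from 2000 resamples of genes) allows. However, the dye estimate was fitted to those 8 arrays and not to the shared values. The paper's levels also come from the same hybridisations, which favours the other arrays. The gap therefore does not decide against the label of BL6 and CBA. With the paper's BALB minus CBA the correlation was 0.443 (SE of the difference 0.109), too near the other arrays to decide. A mislabelled copy of another hybridisation stays open, and no biological explanation was tested.

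Sarcomere and Z-disc genes picked by the study were low in BL6, with a median of −0.93 on the log2 scale over the 12 that Additional File 1 lists and −0.40 over the list of 24, while the 12 others, at 0.043 (−0.043 in BL6 1 against the DBA animals, and −0.27 and 0.12 in BL6 2 against BALB 2 and against BL10 1 and CBA 1), are those left by a selection on these samples and do not show whether the list moved as a class. The median of the 12 that Additional File 1 lists was −0.57 with all 10 arrays as labelled. It was −0.55 with the shared values as BL6 2 against CBA 1 and −0.94 as BALB 1 against CBA 2. Each SE given below for a median is from resampling of features, which are not independent, and holds no spread between animals. Gene-specific dye bias cancels for BL6 1, once in Cy5 and once in Cy3 against the DBA animals. There the median of the 12, which were picked on these arrays, was −0.765 (SE 0.18), with 12 of 12 below 0. That of the list of 24 was −0.489 (SE 0.14), with 19 below 0, while the 12 others are not low there. These values argue against dye bias for the 12 genes in BL6 1. For BL6 2, where the dye does not cancel, it was not excluded. A single aberrant BL6 sample was not excluded, since the median in BL6 2 was −0.734 (SE 0.17) against BALB 2, a strain above the mean in all 12 genes, whereas against the mean of BL10 1 and CBA 1 it was 0.209 (SE 0.29), both with the dye estimate of the arrays of BL6 1, and with the dye estimate of the fit it was −0.90 (SE 0.16) against the other animals of its loop, with 12 of 12 below 0. Less muscle fibre RNA was not excluded by any of 3 tests, the median of the fibroblast markers (−0.425, SE 0.179), a comparison of 8 lists of markers of other cells (Kruskal-Wallis permutation p = 0.591) and the fast and slow fibre lists, whose median over 26 features was −0.0573 (SE 0.12) with 8 arrays and −0.21 to −0.29 with the shared values of the identical arrays, above that of the 12 genes each time but within 2 SE of that of the list of 24. Dye bias in BL6 2, a single aberrant BL6 sample, less muscle fibre RNA and a difference of the BL6 strain stay open. Spot saturation was not tested.

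Of 8 small non-coding RNA features, Rnu5g passed in BL10 at log2 2.37, while the Y RNA Rny3 (U34827) at 1.95 (adjusted p = 0.131 from limma), with 2.25 and 1.46 in the animals, and Rny1 (U34828) at 0.88 (adjusted p = 0.641), with 1.5 and 0.12, did not pass. If small RNA had been retained in the BL10 preparations, the class would be high together, but the median of its 8 features was 0.219 with an SE of 0.501, or 0.35 with an SE of 0.62 without M13967, which is annotated as Hspa8 but described as a small RNA, and neither decides. Of the 8 features, 3 stood above 0.5 and 4 had an upper bound below it. A single aberrant BL10 sample was not excluded either, since the medians of the 8 features were 0.209 in BL10 1 and 0.0566 in BL10 2, although Rnu5g was high in both animals. Retention, 1 sample and a difference of the strain cannot be told apart for this class of features, because its members go both ways.

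Chance was tested by giving the 4 strain labels of the smaller loop to its animals in all 24 ways. At an unadjusted p under 0.05, the real assignment gave 1084 features and the highest other 838. Of the 24 assignments 1 was as large, the real one, which is the smallest share that 24 can give. Only the smaller loop was relabelled, and the ratio of animal to array variance differed between assignments. This count therefore argues against chance but does not exclude it. At an FDR of 10% the real assignment gave 10 features and the highest other 52, and 3 of 24 were as large, so that chance cannot be excluded for the 10 when the ratio of animal to array variance is estimated anew for each assignment. The assignment with 52 had an estimated ratio of 0 and called 8 with the ratio kept at its value for the real labels. With the ratio kept, the highest other was 720 at an unadjusted p under 0.05 and 8 at an FDR of 10%, and 1 of 24 was as large at either threshold, the real one, so that the reading of the 10 depends on how the ratio is set.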

How the results depend on the processing

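Leaving both identical arrays out, and entering their values under 1 of the 2 labels, were chosen after seeing the data, while all 10 arrays as labelled is the fit planned. The 2 planned filters, on the number of arrays with a value and on both duplicate spots having one, removed no feature, since no value is missing, so neither gave a value of its own. Leaving out DBA 2 was not run, because the 6 arrays that remain give no estimate of the dye term apart from the strains, and the comparison of the DBA animals was not run under the alternatives, because without the identical arrays 0 residual degrees of freedom among arrays are left for it. Leaving out 1 animal leaves 1 or 2 residual degrees of freedom, and the ratio of animal to array variance was kept. The lone animal of a strain is then assumed to vary like the other groups. Without BALB 2, BL6 1 or DBA 1 the residual degree of freedom is the difference between the 2 arrays of CBA against BL10. It holds no spread of BL6, DBA or BALB, so counts from these fits are not evidence of a difference. Without BL10 1 or BL10 2 the shared spread had infinite degrees of freedom, so every gene was given the same spread. No paired analysis was possible because the numbers of the animals do not pair the strains. What spot brightness over background limits cannot be given, since the values hold neither. Of the 10 features called between the strains, all 10 remained without centring, with equal spreads, after quantile normalization, with separate spots, with independent arrays and with robust eBayes, 7 from the second spot, 3 from the first spot, 3 without a dye term, 0 in the ordinary test, 5 at an FDR of 5%, and 5, 7 and 5 with the shared values as BALB against CBA, as BL6 against CBA and under both labels. Of the 5 genes lower in BL6, the shared values left 3, 0 and 0 in that order. The features of Neb, Myom1, Tmod1 and Actn2 and the median of the sarcomere list stayed below 0 in BL6 under every setting run, the list at −1.05 to −0.23. For results that changed, the cause was not tested.

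With the arrays left uncentred, features between the 5 strains numbered 132 at FDR 15%. Against the mean of the other strains the counts were 1 lower in DBA. Between pairs the counts were 10 for BL10 against BL6. A total of 113 other values kept direction and side of the threshold.

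With the spreads of the arrays made equal, features between the 5 strains numbered 198 at FDR 10%, 478 at FDR 15%, 799 at FDR 20% and 5 after Bonferroni correction. In single strains against the rest the counts were 59 lower in BL10, 103 higher in BL10, 1 higher in BL6 and 2 lower in DBA. The counts by pair were 34 for CBA against BL10, 4 for BL6 against CBA, 101 for BL10 against BL6, 14 for BL10 against DBA, 7 for BL10 against BALB, 11 for BL6 against DBA and 171 for BL6 against BALB. Of those called between BL6 and CBA, 4 exceeded 3-fold. In 40 of the called features BL6 lay farthest from the mean. Of the genes in the paper's selection, 39 passed. The correlation with the paper's levels was 0.214 in CBA. Between the loops, r was 0.672 for CBA against BL10, 0.712 for CBA against BL6, 0.763 for CBA against BALB, 0.593 for BL10 against BL6, 0.598 for BL10 against BALB and 0.0347 for BL6 against BALB. The sign changed for the BL6 medians of lists at −0.068 for slow fibre genes, −0.028 for endothelium and 0.022 for smooth muscle and pericyte. A further 87 values kept direction and side of the threshold, and 1 lost its call without a change of direction.

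After quantile normalization of the ratios, features between the 5 strains numbered 133 at FDR 10%, 337 at FDR 15% and 521 at FDR 20%. The counts by strain were 2 lower in BL10, 53 higher in BL10, 38 lower in BL6, 9 higher in BL6 and 0 higher in DBA. For pairs of strains the counts were 24 for CBA against BL10, 6 for BL6 against CBA, 52 for BL10 against BL6, 14 for BL6 against DBA and 109 for BL6 against BALB. Of those called between BL6 and CBA, 6 exceeded 3-fold. Called features with BL6 farthest from the mean numbered 32. From the paper's genes 30 passed. Correlations with the levels in Additional File 1 were 0.289 in CBA. Correlations between the loops were 0.681 for CBA against BL10, 0.726 for CBA against BL6, 0.765 for CBA against BALB, 0.603 for BL10 against BL6, 0.596 for BL10 against BALB and 0.0327 for BL6 against BALB. Medians of lists in BL6 that turned sign were −0.080 for slow fibre genes, −0.043 for endothelium and 0.0014 for smooth muscle and pericyte. Genes that then also passed FDR 10% in BL6 were −1.28 for Actn2 AF248643 and −2.02 for Neb X70032 (log2). Direction and side of the threshold held for 87 other values, and 1 lost its call without a change of direction.

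From the first spot of each feature alone, features between the 5 strains numbered 3 at FDR 10%, 3 at FDR 15% and 6 at FDR 20%. Strain by strain, against the other 4, the counts were 3 higher in BL10 and 0 higher in DBA. Pairwise, the counts were 1 for BL10 against DBA, 1 for BL10 against BALB, 4 for BL6 against DBA and 3 for BL6 against BALB. In 0 of the called features BL6 lay farthest from the mean. The paper's genes past the threshold numbered 0. Loop against loop, r was 0.694 for CBA against BL10, 0.690 for CBA against BL6, 0.773 for CBA against BALB, 0.466 for BL10 against BL6, 0.610 for BL10 against BALB and −0.0758 for BL6 against BALB. In BL6 the lists that turned sign had medians of −0.052 for slow fibre genes, −0.0025 for proteasome and ubiquitin, −0.12 for major histocompatibility complex, −0.062 for red blood cell, −0.14 for leukocyte, 0.0086 for smooth muscle and pericyte and −0.068 for Schwann cell and nerve. Genes whose BL6 value turned sign were 0.085 for Hcrt NM_010410 (log2). Of the remaining values, 63 kept direction and side of the threshold, and 27 lost their call without a change of direction.

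From the second spot alone, features between the 5 strains numbered 15 at FDR 15% and 92 at FDR 20%. Against the mean of the other strains the counts were 23 lower in BL6, 4 higher in BL6 and 0 higher in DBA. Between pairs the counts were 9 for BL6 against CBA, 12 for BL10 against BL6, 2 for BL10 against DBA, 1 for BL10 against BALB, 15 for BL6 against DBA and 188 for BL6 against BALB. Of those called between BL6 and CBA, 9 exceeded 3-fold. Of the genes in the paper's selection, 1 passed. With the paper's levels, r was −0.000812 in CBA and 0.823 in BL6. Between the loops, r was 0.789 for CBA against BL10, 0.732 for CBA against BL6, 0.505 for BL10 against BL6, 0.625 for BL10 against BALB and −0.0311 for BL6 against BALB. The sign changed for the BL6 medians of lists at −0.012 for adipocyte, −0.021 for endothelium and 0.080 for smooth muscle and pericyte. Genes whose BL6 value turned sign were 0.32 for Dysf AF188290 (log2). A total of 84 other values kept direction and side of the threshold, and 8 lost their call without a change of direction.

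Where duplicate spots entered as separate measurements, features between the 5 strains numbered 2489 at FDR 10%, 3196 at FDR 15%, 3746 at FDR 20%, 2931 at an unadjusted p under 0.05 and 82 after Bonferroni correction. In single strains against the rest the counts were 162 lower in CBA, 87 higher in CBA, 225 lower in BL10, 233 higher in BL10, 362 lower in BL6, 532 higher in BL6, 50 lower in DBA, 158 higher in DBA, 332 lower in BALB and 671 higher in BALB. The counts by pair were 709 for CBA against BL10, 158 for BL6 against CBA, 251 for CBA against DBA, 552 for CBA against BALB, 779 for BL10 against BL6, 207 for BL10 against DBA, 264 for BL10 against BALB, 1185 for BL6 against DBA, 2310 for BL6 against BALB and 249 for DBA against BALB. The expected share of false positives at p under 0.05 was 13.1 percent. Of those called between BL6 and CBA, 9 exceeded 3-fold. Called features with BL6 farthest from the mean numbered 794. From the paper's genes 74 passed. Genes that then also passed FDR 10% in BL6 were −0.98 for Myom1 NM_010867, −1.91 for Neb AF203898, −1.08 for Neb U58108, −0.57 for Tmod1 NM_021883, −1.28 for Actn2 AF248643 and −2.19 for Neb X70032 (log2). A further 74 values kept direction and side of the threshold, and 1 lost its call without a change of direction.

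When the model had no dye term, features between the 5 strains numbered 3 at FDR 10%, 3 at FDR 15%, 3 at FDR 20%, 228 at an unadjusted p under 0.05 and 1 after Bonferroni correction. The counts by strain were 3 higher in BL10, 0 lower in BL6 and 0 higher in DBA. For pairs of strains the counts were 1 for BL10 against BL6, 1 for BL10 against DBA and 0 for BL6 against BALB. The expected share of false positives at p under 0.05 was 87.7 percent. In 0 of the called features BL6 lay farthest from the mean. The paper's genes past the threshold numbered 0. Among the paper's genes, 42 had an unadjusted p under 0.05. The correlation with the paper's levels was 0.458 in CBA and 0.776 in BALB. Medians of lists in BL6 that turned sign were −0.37 for slow fibre genes, −0.063 for heat shock and chaperones, −0.051 for adipocyte, −0.10 for endothelium, −0.14 for Schwann cell and nerve and 0.091 for satellite cell. Genes whose BL6 value turned sign were 0.026 for Thbs4 NM_011582 (log2). Direction and side of the threshold held for 56 other values, and 34 lost their call without a change of direction.

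If arrays were treated as independent, features between the 5 strains numbered 56 at FDR 15%. Strain by strain, against the other 4, the counts were 2 lower in BL6. Pairwise, the counts were 16 for BL6 against DBA. Of the remaining values, 110 kept direction and side of the threshold, and 3 lost their call without a change of direction.

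Under the ordinary test without shared spread, features between the 5 strains numbered 0 at FDR 10%, 0 at FDR 15%, 1 at FDR 20% and 0 after Bonferroni correction. Against the mean of the other strains the counts were 0 higher in BL10, 0 lower in BL6 and 0 higher in DBA. Between pairs the counts were 1 for CBA against BL10, 0 for BL10 against BL6, 0 for BL10 against DBA, 0 for BL10 against BALB and 0 for BL6 against BALB. Of the genes in the paper's selection, 0 passed. Among the paper's genes, 11 had an unadjusted p under 0.05. A total of 65 other values kept direction and side of the threshold, and 36 lost their call without a change of direction.

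Using the robust form of eBayes, features between the 5 strains numbered 105 at FDR 15%. The counts by pair were 10 for BL10 against BL6. A further 114 values kept direction and side of the threshold.

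At FDR 5% in place of 10%, features between the 5 strains numbered 5 at this threshold. In single strains against the rest the counts were 2 lower in BL6 and 0 higher in DBA. For pairs of strains the counts were 3 for BL10 against DBA and 11 for BL6 against BALB. Called features with BL6 farthest from the mean numbered 0. From the paper's genes 1 passed. Direction and side of the threshold held for 95 other values, and 14 lost their call without a change of direction.

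Entering the shared values once as BALB 1 against CBA 2, features between the 5 strains numbered 9 at FDR 15%, 48 at FDR 20% and 644 at an unadjusted p under 0.05. The counts by strain were 13 higher in BL10, 77 lower in BL6, 6 higher in BL6, 1 lower in DBA, 0 higher in DBA, 2 lower in BALB and 1 higher in BALB. Pairwise, the counts were 5 for CBA against BL10, 119 for BL10 against BL6, 179 for BL6 against BALB and 1 for DBA against BALB. The expected share of false positives at p under 0.05 was 59.8 percent. The paper's genes past the threshold numbered 1. Correlations with the levels in Additional File 1 were 0.509 in CBA, 0.923 in BL10, 0.926 in BL6, 0.671 in DBA and 0.830 in BALB. Correlations between the loops were 0.367 for CBA against BL10, 0.292 for CBA against BL6, −0.0573 for CBA against BALB, 0.485 for BL10 against BL6, 0.0950 for BL10 against BALB and 0.397 for BL6 against BALB. In BL6 the lists that turned sign had medians of −0.044 for slow fibre genes, −0.0079 for proteasome and ubiquitin, −0.033 for heat shock and chaperones, −0.029 for immediate early genes, −0.040 for adipocyte, −0.071 for Schwann cell and nerve and 0.0036 for satellite cell. Genes that then also passed FDR 10% in BL6 were −0.99 for Myom1 NM_010867, −2.30 for Neb AF203898, −1.50 for Neb U58108, −1.07 for Actn2 AF248643 and −2.44 for Neb X70032 (log2). Of the remaining values, 66 kept direction and side of the threshold, and 9 lost their call without a change of direction.

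Entering them once as BL6 2 against CBA 1, features between the 5 strains numbered 33 at FDR 10%, 100 at FDR 15% and 5 after Bonferroni correction. Strain by strain, against the other 4, the counts were 10 higher in BL10, 10 lower in BL6, 1 higher in BL6, 0 higher in DBA, 2 lower in BALB and 8 higher in BALB. Between pairs the counts were 20 for CBA against BL10 and 9 for BL6 against DBA. In 5 of the called features BL6 lay farthest from the mean. Of the genes in the paper's selection, 11 passed. With the paper's levels, r was −0.0362 in CBA, 0.906 in BL6, 0.689 in DBA and 0.781 in BALB. Loop against loop, r was 0.492 for CBA against BL10, −0.125 for CBA against BL6, 0.433 for CBA against BALB, 0.151 for BL10 against BL6, 0.194 for BL10 against BALB and 0.399 for BL6 against BALB. The sign changed for the BL6 medians of lists at −0.063 for slow fibre genes, −0.011 for proteasome and ubiquitin, −0.0089 for heat shock and chaperones, −0.10 for Schwann cell and nerve and 0.049 for satellite cell. A total of 70 other values kept direction and side of the threshold, and 15 lost their call without a change of direction.

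Keeping all 10 arrays as labelled, features between the 5 strains numbered 6 at FDR 10%, 6 at FDR 15% and 13 at FDR 20%. Against the mean of the other strains the counts were 12 higher in BL10, 0 lower in BL6, 0 higher in DBA and 2 lower in BALB. The counts by pair were 14 for CBA against BL10, 7 for BL10 against BALB, 2 for BL6 against DBA and 0 for BL6 against BALB. Called features with BL6 farthest from the mean numbered 0. From the paper's genes 0 passed. The correlation with the paper's levels was 0.253 in CBA, 0.877 in BL10, 0.905 in BL6, 0.718 in DBA and 0.824 in BALB. Between the loops, r was 0.422 for CBA against BL10, 0.208 for CBA against BL6, 0.494 for CBA against BALB, 0.470 for BL10 against BL6, 0.366 for BL10 against BALB and 0.267 for BL6 against BALB. Medians of lists in BL6 that turned sign were −0.073 for slow fibre genes, −0.013 for proteasome and ubiquitin, −0.0089 for heat shock and chaperones, −0.0031 for immediate early genes, −0.10 for Schwann cell and nerve and 0.050 for satellite cell. A further 53 values kept direction and side of the threshold, and 30 lost their call without a change of direction.

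Leaving out 1 animal at a time with its arrays, with the animal left out in parentheses and 1 named where several gave the same end, between the 5 strains the number of features ran at FDR 10% 4 (BL6 2) to 3742 (BALB 2), at FDR 15% 12 (BL6 2) to 4680 (BALB 2), at FDR 20% 14 (BL6 2) to 5325 (DBA 1), at an unadjusted p under 0.05 392 (BL10 1) to 3786 (BALB 2) and after Bonferroni correction 3 (BL6 2) to 47 (BL10 1). Against the other 4 strains it ran lower in CBA 0 (BL6 2) to 1050 (BALB 2), higher in CBA 0 (BL10 1) to 839 (BALB 2), lower in BL10 0 (BALB 1) to 586 (DBA 1), higher in BL10 6 (CBA 1) to 654 (DBA 1), lower in BL6 2 (BL6 2) to 1085 (DBA 1), higher in BL6 0 (BALB 1) to 1374 (DBA 1), lower in DBA 0 (BALB 1) to 539 (DBA 1), higher in DBA 0 (BALB 1) to 631 (DBA 1), lower in BALB 0 (BALB 1) to 1291 (BALB 2) and higher in BALB 0 (BALB 1) to 1437 (BALB 2). Between pairs it ran CBA against BL10 3 (BL6 2) to 2238 (BALB 2), BL6 against CBA 0 (BALB 1) to 1834 (DBA 1), CBA against DBA 0 (BALB 1) to 1606 (BALB 2), CBA against BALB 0 (BL6 2) to 2372 (BALB 2), BL10 against BL6 5 (BL6 2) to 2271 (DBA 1), BL10 against DBA 3 (BALB 1) to 1484 (DBA 1), BL10 against BALB 3 (BALB 1) to 1803 (BALB 2), BL6 against DBA 0 (BL6 2) to 1682 (BALB 2), BL6 against BALB 0 (BL6 2) to 3615 (BALB 2) and DBA against BALB 0 (BALB 1) to 2744 (BALB 2). Other counts ran over 3-fold between BL6 and CBA 0 (BALB 1) to 248 (BL6 1), called features with BL6 farthest from the mean 0 (BL6 2) to 1528 (BL6 1), the paper's genes past the threshold 0 (BL6 2) to 77 (BL6 1), the paper's genes with BL6 lowest 14 (BALB 1) to 73 (BL6 1) and lists past camera 2 (BALB 1) to 12 (BL10 2). The expected share of false positives at p under 0.05 ran 10.2 (BALB 2) to 97.4 (BL10 1) percent. Correlations with the paper's levels ran CBA −0.236 (BALB 2) to 0.286 (BL6 1), BL10 0.355 (BALB 2) to 0.866 (DBA 1), BL6 0.688 (BALB 1) to 0.876 (BL6 2), DBA 0.287 (BALB 1) to 0.569 (CBA 2) and BALB 0.198 (BL6 1) to 0.710 (BL6 2). List medians in BL6 ran fast fibre genes −0.45 (BL6 1) to 0.11 (BALB 1), slow fibre genes −0.039 (BL6 1) to 0.075 (CBA 1), glycolysis and glycogen −0.62 (BL6 1) to 0.028 (BALB 1), fatty acid uptake and oxidation −1.04 (BL6 1) to 0.022 (BALB 1), proteasome and ubiquitin −0.19 (BL6 1) to 0.11 (BALB 1), heat shock and chaperones −0.33 (BL6 1) to 0.13 (BALB 1), immediate early genes −0.0062 (BL6 2) to 0.12 (BALB 1), clock genes −0.027 (BALB 1) to 0.20 (BL6 1), major histocompatibility complex −0.10 (BL6 1) to 0.12 (BL6 2), strain variants known beforehand −0.071 (BL6 2) to 0.34 (BL6 1), red blood cell −0.13 (BALB 1) to 0.76 (BL6 1), adipocyte −0.0087 (BL6 1) to 0.13 (BALB 1), leukocyte −0.0060 (BALB 1) to 0.14 (CBA 2), endothelium −0.10 (BL6 1) to 0.12 (BL6 2), smooth muscle and pericyte −0.35 (BL6 1) to 0.17 (BALB 1), Schwann cell and nerve −0.054 (BL6 1) to 0.10 (BL10 2) and satellite cell −0.14 (BL6 2) to 0.044 (BL6 1). Log2 values in BL6 ran Neb AF203899 −4.88 (BL6 1) to −0.25 (BALB 1), Myom1 NM_010867 −1.81 (BL6 1) to −0.54 (BALB 1), Neb AF203898 −3.81 (BL6 1) to −0.88 (BALB 1), Neb U58108 −3.87 (BL6 1) to −0.47 (BALB 1), Tmod1 NM_021883 −1.03 (BL6 1) to −0.36 (BALB 1), Rdx NM_009041 −2.19 (BL6 1) to 0.23 (BALB 1), Dysf AF188290 −1.61 (BL6 1) to 0.16 (BALB 1), Cstb NM_007793 −1.48 (BL6 1) to 0.51 (BL10 1), Actn2 AF248643 −2.64 (BL6 1) to −1.07 (BL10 1), Neb X70032 −5.13 (BL6 1) to −1.31 (BALB 1) and Hcrt NM_010410 −1.44 (BALB 1) to 0.015 (BL6 1).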

Differences from the paper's values

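The paper gives 88 genes that differ between the strains at an FDR of 10%, and 10 features did so here. The paper's share is 1.4% of the genes it took as expressed, and the share here was 0.130% of 7697 features. Among settings with 2 animals in each strain that were fixed before the data were examined, none came within 1.5 times the paper's count. Of these, only quantile normalization (1.73%) came within 1.5 times the paper's share. The fits without BL10 1 and without BL10 2 cannot decide, because every gene was given the same spread in them. Quantile normalization gave 133 features, of which 30 are among the 81 matched genes of the paper.

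At an unadjusted p under 0.05 the paper has 718 genes and the fit here 1084 features, over sets of different size. The count lay within 1.5 times the paper's without centring (1059), with the first spot alone (808), with the second spot alone (1046), in the ordinary test without shared spread (732), without CBA 1 (573), without CBA 2 (623) and with all 10 arrays as labelled, the fit planned (756, with 0 of the paper's 81 matched genes past an FDR of 10%), and in no other of the settings fixed before the data were examined. The settings with the shared values as BALB 1 against CBA 2 and as BL6 2 against CBA 1, chosen after seeing the values, gave 644 and 788, and of the paper's 81 matched genes they left 1 and 11 past an FDR of 10%. After Bonferroni correction the paper keeps 0 genes and 3 features passed here, with 0 in the ordinary test without shared spread and more than 0 in the rest of the settings.

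For an FDR of 15% Additional File 1 holds 172 genes, and 24 features passed here. Without centring there were 132, and the other settings with 2 animals in each strain that were fixed before the data were examined lay farther away.

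Between BL6 and CBA the paper has 126 genes at an FDR of 10%, of which 7 differ by more than 3-fold. Here 0 features passed in limma, 849 had an unadjusted p under 0.05, and 0 of those past the threshold exceeded 3-fold. The 849 became 435 with all 10 arrays as labelled, the fit planned. They became 123 with the shared values as BL6 2 against CBA 1 and 490 as BALB 1 against CBA 2. The number was 1194 without a dye term and 1353 with duplicate spots as separate measurements. Duplicate spots as separate measurements, which are not independent replicates, gave 158 features, 9 of them above 3-fold. Above 3-fold, the second spot alone gave 9 and quantile normalization 6. The other settings fixed before the data were examined did not come within 1.5 times of either number.

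At an FDR of 10%, Table 1 lists no gene that differs between the 2 DBA animals, and fewer genes within each strain than between strains. At an unadjusted p under 0.05, Table 1 has more genes within CBA, BL6 and DBA than between strains. For the DBA animals, the fit to all 10 arrays as labelled has 1 residual degree of freedom, which rests on both identical arrays. With 8 arrays the difference cannot be told from the dye effect. The paper's number for DBA could therefore not be checked here.

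The paper names Neb, Actn2, Myom1, Tmod1 and Rdx among the genes changed in BL6. Each feature of these genes was lower in BL6 here, in the direction the paper gives. BL6 was lowest in 51 of the 81 matched genes, and in 68 with all 10 arrays as labelled. It was lowest in 75 with the shared values as BALB 1 against CBA 2 and in 58 as BL6 2 against CBA 1. The number was 14 without BALB 1, 15 without BALB 2 and 73 without BL6 1. However, at an FDR of 10% none of the features of the named genes passed between BL6 and the other 4 strains. Duplicate spots as separate measurements called Myom1 (adjusted p = 0.0214), Tmod1 (0.0944), Actn2 and 3 features of Neb. That setting has 11 residual degrees of freedom against 3, although the 2 spots of an array are not independent replicates. Quantile normalization called Actn2 (0.0682) and Neb X70032 (0.0359). With the shared values as BALB 1 against CBA 2, a setting chosen after seeing the values, Myom1 (adjusted p = 0.0848), Actn2 (0.0819) and Neb AF203898 (0.0819), U58108 (0.0819) and X70032 (0.0755) passed, while 1 of the paper's 81 matched genes passed between the strains. Rdx had an adjusted p of 0.579. Fits without 1 animal that keep 1 residual degree of freedom cannot decide whether these genes differ. Without BALB 2, BL6 1 or DBA 1 that degree is the difference between the 2 arrays of CBA against BL10. These arrays hold no BL6 animal. Without BL10 1 or BL10 2 the shared spread had infinite degrees of freedom, so every gene was given the same spread. Rdx stood at −0.422 without BALB 2, −2.186 without BL6 1, −0.459 without DBA 1 and 0.235 without BALB 1.

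The paper names BL6 and CBA as the pair of strains that diverge most. Here the SD of the log2 differences over all features was largest for that pair, at 0.453. It was 0.449 for CBA and BALB and 0.319 for BL6 and BALB. Features above 3-fold at any p numbered 27 for BL6 and CBA, 19 for BL10 and BL6 and 11 for BL6 and BALB. These values hold the error of the estimate, and the median SE was also largest for BL6 and CBA (0.297, against 0.287 for CBA and BALB). They therefore cannot decide which pair diverges most. By calls at an FDR of 10% with 8 arrays the order differs, with 0 for BL6 and CBA and 347 for BL6 and BALB, where the median SE was 0.297 and 0.147. With all 10 arrays as labelled both pairs had 0 calls.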

Other observations

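The difference of BL6 and BALB, which the paper does not report as a pair, had the most calls of the 10 pairs of strains with 8 arrays. It did not with all 10 arrays as labelled (0, against 14 for CBA and BL10), without BALB 1 (1 against 665 for CBA and BL10), without BL6 2 (0 against 5 for BL10 and BL6), without a dye term (0 against 3 for CBA and BL10), in the ordinary test (0 against 1) or from the first spot alone (3 against 6 for BL10 and BL6). By limma at an FDR of 10%, 288 features were lower and 59 higher in BL6, 11 of them by more than 3-fold, and 1694 had an unadjusted p under 0.05. The genes named for this pair beyond those of the paper were chosen after their values were seen. Apobec2, a muscle protein of the cytidine deaminase family, stood at −1.55 on the log2 scale (adjusted p = 0.0211), Tpt1 at −2.08, the adenine nucleotide translocator Slc25a4 at −1.67 and the thin filament tropomyosin Tpm1 at −0.99. Dnaja2 at −1.34 and Dnajc2 at −1.07 encode co-chaperones, Cops2 at −0.93 a subunit of the COP9 signalosome, and Pde4dip at −1.76 a protein that binds a phosphodiesterase. H19, the imprinted RNA that is high in fetal muscle, stood at −1.18, Usp13, a ubiquitin protease, at −1.29, Pkmyt1 at −1.04, Shkbp1 at −1.02 and 2610507B11Rik at −0.97. Of the paper's 81 matched genes, which were picked on the same samples, 53 passed. Myom1 fell by 1.25 (SE 0.23), Tmod1 fell by 0.99 (SE 0.18) and Actn2 fell by 1.27 (SE 0.22), each with an adjusted p of 0.0569 from limma. The Neb features stood at −2.26, −2.65, −1.97 and −2.94, all past the threshold, while Rdx at −1.03, Dysf at −0.50, Cstb at 0.16 and Thbs4 at 0.052 did not pass.

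By gene list, 13 of the 24 features of sarcomere and Z-disc structure were lower in BL6 than in BALB and 0 higher (16 lower when adjusted over the list alone), with a median of −0.87, and 12 of the 24 had been picked by the study on these samples. Of the other lists, 5 of 24 features of oxidative phosphorylation were lower (median −0.39), 5 of 18 of excitation-contraction coupling (−0.41), 5 of 19 of mitochondrial carriers and the TCA cycle (−0.38) and 5 of 31 of collagens and extracellular matrix (−0.24). Adjusted over the list alone, the numbers were 11 lower and 2 higher, 10 and 1, 9 and 2, and 9 and 2, in that order. Fibroblast markers were lower in 3 of 10 features, with a median of −0.36. In all, 12 lists passed camera with a preset correlation and 0 with an estimated one (adjusted p = 0.498 for the sarcomere list with an estimated correlation). limma's fry passed 1 list, the endothelium markers, which were higher in BL6 with a median of 0.19 and 9 of 10 features above 0 (adjusted p = 0.000407), and camera did not pass it (0.208).

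These numbers rest on few arrays. Across all features the difference of BL6 and BALB correlated at 0.0147 between the loops, against −0.300 from the dye estimate with no strain difference. The number of calls was 0 with all 10 arrays as labelled, without a dye term, in the ordinary test and without BL6 2, and it was 1 without BALB 1 and 3 from the first spot alone. It was 3615 without BALB 2, 2809 without DBA 1, 1700 without BL6 1, 221 without either BL10 animal, 128 without either CBA animal and 2310 with duplicate spots as separate measurements. In these larger counts higher features outnumbered lower ones without BALB 2 (1695 lower and 1920 higher) and without DBA 1 (1312 and 1497), and the excess of lower ones was smaller without BL6 1 (909 and 791) and with duplicate spots as separate measurements (1164 and 1146). It was 179 with the shared values as BALB 1 against CBA 2, 368 as BL6 2 against CBA 1, 385 without centring, 376 with robust eBayes, 249 with arrays as independent, 188 from the second spot alone, 171 with equal array spreads, 109 after quantile normalization and 11 at an FDR of 5%.

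Among the other pairs, limma called 5 features between BL10 and BL6, 5 between BL10 and DBA, 4 between BL10 and BALB and 3 between CBA and BL10. It called 0 between CBA and DBA, where 844 features had an unadjusted p under 0.05, 0 between CBA and BALB (899), 0 between BL6 and DBA (733) and 0 between DBA and BALB (409). The ordinary test called 1 feature between CBA and BL10 and 0 in the other pairs.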
